A study of Mus musculus with 8 samples. Its data were reported in "A functional single-cell metabolic survey identifies Elovl1 as a target to enhance CD8+ T cell fitness in solid tumours" (2025).

How the data were processed

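Bulk RNA-seq was analysed from OT-I T cells, which are CD8+ T cells of transgenic mice whose receptor recognises a peptide of chicken ovalbumin. The cells carried Cas9, were activated in vitro and received a lentiviral vector with either a non-targeting guide (sgNT) or a guide against Elovl1 (sgElovl1). Transduced cells were sorted 3 days later on CD90.1, the reporter of the vector. The labels name 8 samples, with 2 replicates of each group in each of 2 experiments, and the study's methods describe the replicates as mice. Groups, experiments and replicate numbers were taken from the labels alone.

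Per the study's methods and the submitters' processing notes, the authors aligned the reads with STAR 2.7.10b to the mouse genome GRCm39 (mm39) and counted them with featureCounts 2.0.1 in R 4.3.3. Counting ran over whole genes, introns included, in the reverse-stranded mode, so that a gene and its antisense partner were told apart. The options given name no setting for reads with several alignments, which featureCounts drops by default at the command line and counts by default as an R function. The authors then summed the counts of replicate mice within an experiment. The deposited table held these summed raw counts, whole numbers with no normalization, for 56805 gene symbols in 4 columns (sgNT and sgElovl1 of experiments 1 and 2). Whether a count was a read or a fragment was not given in the sources used here. The table gave no gene identifiers other than symbols and no coordinates. The authors tested genes with the likelihood-ratio test of DESeq2 1.42.0.

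The design fixed before the data were examined assumed 8 libraries. Because the deposited columns each summed 2 mice, the same tests were run on 4 columns, which left 1 residual degree of freedom with experiment as a term. The spread between mice of one experiment, a replicate block and the difference of the sgElovl1 effect between experiments were not analysed here. P-values rest on the spread between the 4 columns, pooled over genes as given below.

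Genes were kept by filterByExpr with the group factor (16006 of 56805 genes; 32132 genes had no count in any column). Counts were scaled by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with experiment and group as terms, Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The estimated prior degrees of freedom were infinite, so that the p-values rested on the dispersion trend shared by all genes, which corresponded to a biological coefficient of variation of 6.98%. Log2 fold changes are sgElovl1 against sgNT. The standard error (SE) is that of the same fit. It rests on the same shared trend and does not measure how far the fold changes of a gene differ between the experiments. A fold change of each experiment compares its 2 columns and has no error of its own. CPM values are counts scaled to a common library total after TMM. For Elovl1, an exact two-sided permutation test compared the 2 sgElovl1 with the 2 sgNT log2 CPM values.

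Gene lists on metabolism, T cell state, stress, the cell cycle, RNA localisation, other cell types and sex were written before the data were examined, 37 in all. The 34 lists with at least 5 tested members were tested with camera (limma 3.58.1) on log2 CPM values with a prior count of 2, experiment as a term and a preset inter-gene correlation of 0.01. The tests were repeated with an estimated correlation and with fry. Adjusted p-values of lists are Benjamini-Hochberg values over the lists tested. Camera with an estimated correlation draws on the residual degrees of freedom of the columns, here 1, which leaves it little power.

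The genes named in the text were set by a rule. It takes Elovl1 to Elovl7, Srebf2, Insig1 and Acly in every case. It then takes the 12 largest fold changes in each direction among genes past threshold with a mean of at least 5 CPM, the same direction in both experiments and an assigned name. Last, it takes from each list up to 4 members past threshold with the smallest adjusted p, or the 2 members with the smallest p where fewer than 2 passed. In the upward direction 103 genes met the second part, and 66 did in the downward direction. Some genes that the rule takes are not reported here. Other genes named were chosen after their values were seen.

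Alternatives were DESeq2 size factors and upper-quartile factors in place of TMM, no filter on low counts, a filter at a mean of 5 CPM, the Wald and likelihood-ratio tests of DESeq2 1.42.0, limma-voom, a fit with no experiment term, and removal of the mitochondrial genes and the 20 genes with the most counts before scaling. Each column left out in turn, a GC correction and the removal of a shift along the difference between the experiments were added after seeing the data. For the shift, the log2 difference of each gene between the experiments, multiplied by 0.0887, the slope of the sgElovl1 fold change on that difference over genes of at least 5 CPM, was subtracted from the sgElovl1 columns. For GC content, the trend of each column against GC was subtracted. Nuclear copies of mitochondrial genes were found with blastn 2.17.0 as genes with at least 95% identity over at least 100 bases and 50% of the transcript. Mitochondrial genes were taken to have no near-identical copy where no alignment of the longest transcript of any annotated nuclear gene reached 95% identity over 100 bases, whatever share of that transcript it covered. GC content, gene type and overlaps of genes came from the GENCODE vM21 annotation of GRCm38, an older build than the one the authors used. It was joined by symbol (49198 of 56805 symbols matched), and no coordinates were taken from it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3.

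The fit was tested on simulated counts drawn from the means, library sizes and dispersion of the 16006 genes, with 200 genes changed in each of 5 simulations. It called 23.2% of genes changed by 0.25 on the log2 scale, 51.6% at 0.5, 69.2% at 1 and 80.4% at 2. Of all calls, 6.81% were false. The list test called 5 of 5 raised lists and 0 of 150 unchanged lists. The draw used means, library sizes and dispersion but no correlation between genes. In the data the estimated correlation was 0.861 for the ribosomal list and 0.664 for the nuclear oxidative phosphorylation list. These counts of called lists therefore do not carry over to such correlated lists.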

Results

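The data comprised RNA counts of sgNT and sgElovl1 OT-I CD8+ T cells in 4 columns, 1 per group in each of 2 experiments. Each column was the sum of 2 mice, so that 8 labelled samples entered as 4 columns. Total counts were 63623476 (sgNT) and 51621372 (sgElovl1) in experiment 1, and 49068952 (sgNT) and 57341720 (sgElovl1) in experiment 2. A count of 0 allowed a level of up to 0.0472 to 0.0611 CPM, taken as 3 counts, which covers counting error only. The columns differed mainly by experiment. The first principal component held 94.3% of the variance and placed the experiment 1 columns at -33.5 and -26.0 and the experiment 2 columns at 27.8 and 31.6. The 20 genes with the most counts held 14.5% of the sgNT and 16.0% of the sgElovl1 counts in experiment 1, and 16.6% and 20.4% in experiment 2.

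Elovl1 encodes an enzyme that elongates saturated and monounsaturated fatty acids to very long chains, and its RNA was read first as a check of the labels. It fell from 110 to 61.3 CPM in experiment 1 and from 93.5 to 55.8 CPM in experiment 2, which left 57.5% of the sgNT level over both. The log2 fold change was -0.80 (SE 0.07), with an adjusted p of 3.8e-28 in edgeR. An exact two-sided permutation test of the 4 columns gave p = 0.333, the smallest that 2 against 2 columns allow. The fold change was -0.80 with no experiment term, and Elovl1 was then not past threshold (adjusted p = 1.00 in edgeR). It was also not past threshold with any 1 column left out and group as the only term, at -0.68 without sgNT and -0.87 without sgElovl1 of experiment 1, and -0.89 without sgNT and -0.72 without sgElovl1 of experiment 2.

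The other elongases addressed whether family members rise when Elovl1 is lost. Elovl5, which acts on polyunsaturated fatty acids, had a log2 fold change of -0.04 (SE 0.06), and Elovl6, which elongates palmitate, had -0.13 (SE 0.07, adjusted p = 0.464 in edgeR). Elovl7 had 0.06 (SE 0.13), with 0.17 in experiment 1 and -0.05 in experiment 2. Elovl2 and Elovl3 had no count in any column, and Elovl4 had 1 to 5 counts per column and was not tested. Of the 4 Elovl genes tested only Elovl1 was past threshold, adjusted over all genes or over the list alone.

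Over all genes, 192 of 16006 were past threshold, 122 higher and 70 lower in sgElovl1 cells. The changes were small, with a median absolute log2 fold change of 0.31 among the called genes, and 190 of them had the same direction in both experiments. Of the 122 genes that rose, 16 were mitochondrial and 9 were nuclear copies of mitochondrial genes. The split between up and down moved with scaling, to 132 up and 44 down with DESeq2 size factors, 182 and 57 with upper-quartile factors, and 151 and 42 with the mitochondrial genes and the 20 genes with the most counts left out. The Wald test of DESeq2 called 26 genes, and a fit with no experiment term in edgeR called 0 genes, with 19 at an unadjusted p under 0.05. With 1 column left out and group as the only term, edgeR called 1 gene without sgNT and 2 without sgElovl1 of experiment 1, and 6 without sgNT and 0 (235 at an unadjusted p under 0.05) without sgElovl1 of experiment 2.

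Among the 12 genes that rose most at a mean of at least 5 CPM were mt-Atp8, mt-Co2, mt-Co3, mt-Atp6, mt-Nd4 and mt-Tt of the mitochondrial genome. Carns1, which encodes carnosine synthase, rose by 0.54 on the log2 scale (SE 0.07, adjusted p = 3.62e-10 in edgeR). Kcnd1, a voltage-gated potassium channel, had 0.67 (SE 0.19), and Tle2, a transcriptional corepressor, had 0.66 (SE 0.18). Tmc4 rose by 0.52, Col7a1, a collagen of anchoring fibrils, by 0.51, and Kifc2, a kinesin, by 0.49. The fold changes of Kcnd1, Tle2 and Kifc2 were 1.15, 1.04 and 1.00 in experiment 1 and 0.27, 0.33 and 0.14 in experiment 2. Once the shift of the sgElovl1 columns along the difference between the experiments was removed, Kcnd1, Tle2, Col7a1 and Kifc2 were no longer past threshold, at 0.55, 0.57, 0.35 and 0.29 (adjusted p from 0.187 to 0.400 in edgeR).

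Among the 12 genes that fell most at a mean of at least 5 CPM, Elovl1 was followed by Egr1, an early response transcription factor induced by T cell receptor signalling. Its log2 fold change was -0.67 (SE 0.07, adjusted p = 2.14e-19 in edgeR), with -0.29 in experiment 1 and -1.11 in experiment 2. That SE and p rest on the shared dispersion trend and do not reflect this difference between the experiments. Dusp4 and Dusp16, phosphatases that act on MAP kinases, fell to -0.53 (SE 0.14) and -0.56 (SE 0.15). Pdpr, a regulatory subunit of pyruvate dehydrogenase phosphatase, had -0.63, Ppp1r3b, which directs a phosphatase to glycogen, had -0.51, and Bcat1, a branched-chain aminotransferase, had -0.47. Lpcat1, which acylates lysophosphatidylcholine, had -0.43, and Vps13c, a lipid transfer protein, had -0.39. Zbed6, Asb2 and Crim1 completed the 12 genes, at -0.47, -0.44 and -0.39. Removing the same shift left Dusp4, Dusp16, Pdpr, Ppp1r3b, Bcat1 and Asb2 at -0.41, -0.51, -0.57, -0.34, -0.29 and -0.35 and not past threshold (adjusted p from 0.0984 to 0.387 in edgeR). Of the 23 largest changes other than Elovl1 in both directions, the Wald test of DESeq2 called only mt-Co2, mt-Co3, mt-Atp6 and Carns1.

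**Figure D1:**
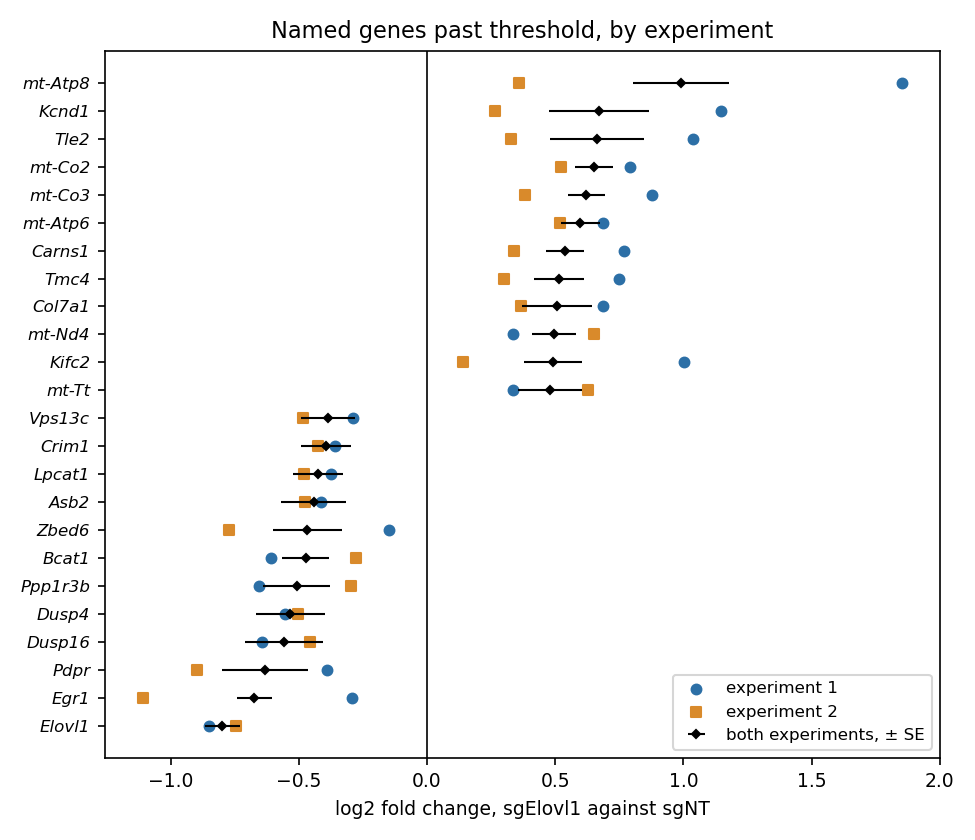
Log2 fold changes (sgElovl1 against sgNT) of the 12 genes that rose most and the 12 that fell most, with the fold change over both experiments as a black diamond with its SE and each experiment as a coloured point. Elovl1 lies at -0.85 and -0.74 in the 2 experiments, while Egr1 lies at -0.29 and -1.11 and mt-Atp8 at 1.85 and 0.36.

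The mitochondrial genome encodes 13 proteins of the respiratory chain and ATP synthase, and all 13 transcripts had fold changes above 0 in both experiments. In 11 of them the rise was past threshold, and all 13 passed adjusted over the list alone. The median log2 fold change was 0.34 in experiment 1 and 0.55 in experiment 2. Together they held 6.82% of the sgNT and 8.72% of the sgElovl1 counts in experiment 1, and 9.59% and 13.5% in experiment 2. Well counted members were mt-Nd4 at 0.49 (SE 0.09) and mt-Nd6 at 0.40 (SE 0.06). The largest fold changes rest on far lower counts, with 1643 to 4404 per column for mt-Co2 and 72 to 550 for mt-Atp8 against 1974230 to 3679732 for mt-Co1. Nuclear copies match parts of the mitochondrial genome at 95% identity or more, so that reads with several alignments leave the levels of such genes uncertain. The list test gave an adjusted p of 7.73e-09 with the preset correlation and 0.856 with an estimated correlation.

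Of 77 nuclear genes of oxidative phosphorylation none was past threshold in edgeR, over all genes or adjusted over the list alone, and their median was -0.13 in experiment 1 and 0.01 in experiment 2 (adjusted p = 0.110). Uqcrq of complex III had -0.17 and Atp5e of ATP synthase had -0.17. In the TCA cycle and pyruvate entry list 1 of 26 fell, Dlat of the pyruvate dehydrogenase complex (-0.29), and the adjusted p of the list was 0.439. In glycolysis 1 of 20 genes fell (2 adjusted over the list alone), Tpi1 (-0.29, SE 0.07), while Hk2 had -0.27 with an adjusted p of 0.0599 in edgeR. The glycolysis list had an adjusted p of 0.0867. Of 12 polyamine genes Srm and Odc1, the synthases of spermidine and putrescine, fell to -0.33 and -0.23 (4 lower adjusted over the list alone, list adjusted p = 0.414). Of 18 hypoxia genes Kdm3a, a histone demethylase, rose by 0.23 (1 adjusted over the list alone, list adjusted p = 0.768). None of these 5 called genes was past threshold in edgeR with the shift between the experiments removed, at -0.21 for Dlat, -0.11 for Tpi1, -0.13 for Srm, -0.14 for Odc1 and 0.24 for Kdm3a (adjusted p from 0.0581 to 0.778).

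The type I interferon response was the other list that rose. Of its 30 genes 2 were past threshold, and 5 adjusted over the list alone. Ifit3, an antiviral effector, rose by 0.39 (SE 0.08) and Stat2, a transcription factor of the pathway, by 0.28 (SE 0.06), while Isg15 and Rsad2 had 0.03 and -0.10. The median was 0.13 in experiment 1 and 0.11 in experiment 2. The list had an adjusted p of 2.52e-04 with the preset correlation and 0.856 with an estimated correlation. Experiment 2 was itself higher for this list, and with the shift along the difference between the experiments removed the adjusted p was 0.341. Ifit3 and Stat2 then had 0.19 and 0.21 and were not past threshold (adjusted p = 0.515 and 0.144 in edgeR).

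Both lists that fell had small medians. The integrated stress response list had a median of -0.20 in experiment 1 and -0.05 in experiment 2, with 1 of 22 genes lower, and 6 lower and 1 higher adjusted over the list alone. The gene past threshold was Asns, asparagine synthetase (-0.29, SE 0.08), and Nupr1 had -0.70 with an adjusted p of 0.0697 in edgeR. The list had an adjusted p of 0.0432, which was 0.856 with an estimated correlation and 0.0535 with DESeq2 size factors. None of 77 ribosomal protein genes was past threshold in edgeR, over all genes or over the list alone. Their median was -0.15 in experiment 1 and 0.03 in experiment 2. That list also had an adjusted p of 0.0432, which was 0.867 with an estimated correlation and 0.0542 with DESeq2 size factors. Removing the shift along the difference between the experiments gave 0.753 for the stress list and 0.00714 for the ribosomal list, and Asns was then at -0.10 and not past threshold (adjusted p = 0.834 in edgeR).

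**Figure D2:**
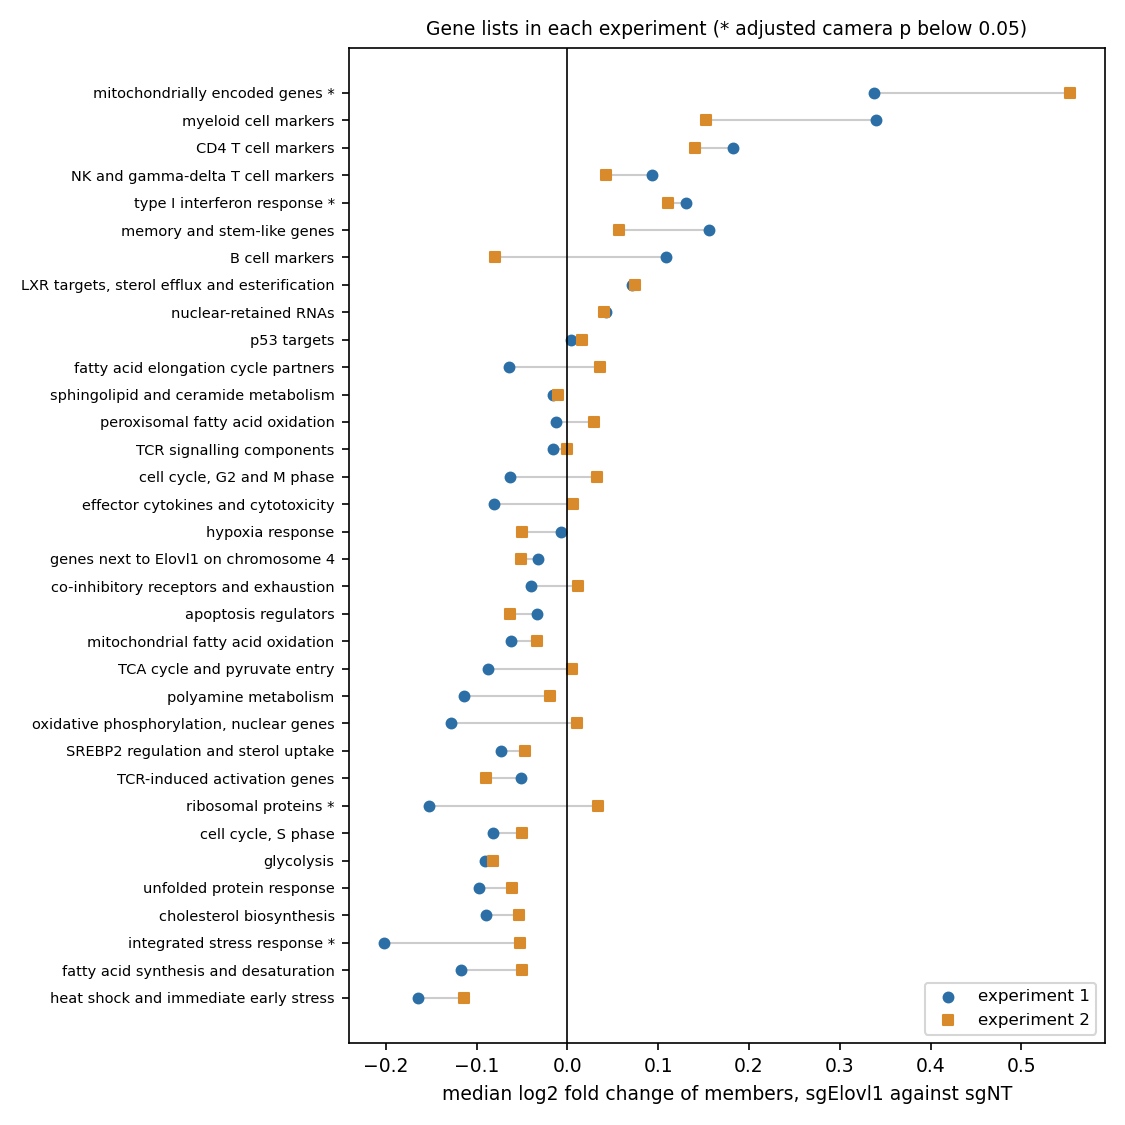
Median log2 fold change (sgElovl1 against sgNT) of each of the 34 tested gene lists in experiment 1 (circles) and experiment 2 (squares), with an asterisk where the adjusted camera p was below 0.05 with the preset correlation. The mitochondrially encoded genes lie at 0.34 and 0.55, while the ribosomal proteins lie at -0.15 and 0.03.

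Sterol genes bear on whether loss of Elovl1 alters cholesterol synthesis and uptake. Insig1, which holds the sterol sensor in the endoplasmic reticulum, fell by 0.29 on the log2 scale (SE 0.07, adjusted p = 0.00468 in edgeR). Scd1, a fatty acid desaturase, fell by 0.27 (SE 0.07). With the shift between the experiments removed Insig1 stayed past threshold at -0.25, and Scd1 did not, at -0.15 (adjusted p = 0.0402 and 0.492 in edgeR). Insig1 also stayed past it with the other scalings, no filter, limma-voom and the GC trend removed. It was not past threshold at a mean of at least 5 CPM (-0.27, adjusted p = 0.0537 in edgeR) or with no experiment term (-0.30). With experiment as a term, the Wald and likelihood-ratio tests of DESeq2 did not call it either (-0.28, adjusted p = 0.313 and 0.281). Srebf2 and Acly were not past threshold. Srebf2, the transcription factor that drives sterol genes, had -0.10 (SE 0.06), and Acly, which makes cytosolic acetyl-CoA, had -0.13 (SE 0.06). Fdps, which makes farnesyl diphosphate, had -0.18 (SE 0.06, adjusted p = 0.195 in edgeR). In cholesterol biosynthesis 1 of 21 genes was lower, with a median of -0.09 in experiment 1 and -0.05 in experiment 2 and a list adjusted p of 0.132. The SREBP2 and sterol uptake list had 1 of 16 lower (adjusted p = 0.294) and the fatty acid synthesis list 1 of 16 lower (adjusted p = 0.132). These 3 counts were also 1 adjusted over the list alone.

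**Figure D3:**
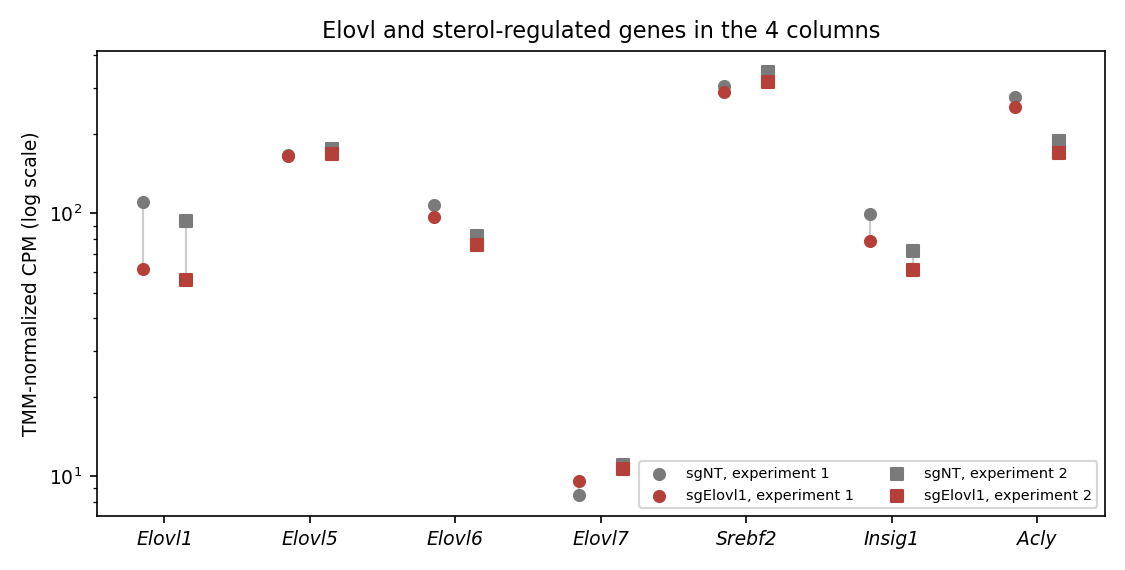
TMM-normalized CPM (log axis) of tested Elovl genes and sterol-regulated genes in the 4 columns, grey for sgNT and red for sgElovl1, circles for experiment 1 and squares for experiment 2. Elovl1 lies at 110 and 93.5 CPM in the sgNT columns and at 61.3 and 55.8 CPM in the sgElovl1 columns, while Srebf2 lies at 305 and 346 against 291 and 317 CPM.

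None of the genes in the remaining lipid lists was past threshold in edgeR over all genes. The list of partners in the elongation cycle (14 genes, 1 lower adjusted over the list alone) had an adjusted p of 0.854, with Hsd17b12, the ketoreductase of the cycle, at -0.23 (adjusted p = 0.0939 in edgeR). Liver X receptor (LXR) targets and sterol efflux (12 genes, none adjusted over the list alone) had a median of 0.04 and an adjusted p of 0.260, with Mylip, a ubiquitin ligase, at 0.21. Sphingolipid metabolism (27 genes, 0.768), peroxisomal oxidation (16 genes, 0.763) and mitochondrial fatty acid oxidation (21 genes, 0.414) had 0 genes adjusted over the list alone. The most extreme members by p were Smpd2 (0.23), Cerk (0.15), Abcd4 (0.12), Acox3 (0.09), Cpt2 (-0.22) and Hadh (-0.14).

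Genes of T cell state answered whether sgElovl1 cells differed in activation or memory programmes. Of 28 genes induced by the T cell receptor Egr1, Egr2 and Dusp4 fell, with Egr2 at -0.43 in experiment 1 and -1.49 in experiment 2, at a mean of 3.17 CPM. Adjusted over the list alone, 5 were lower and 2 higher, and the list had an adjusted p of 0.102. Of 25 effector genes the granzymes Gzma and Gzmc fell to -0.23 and -0.29 (3 lower adjusted over the list alone, list adjusted p = 0.451), while Gzmb had 0.00 (SE 0.07). Slamf6, a marker of stem-like T cells, rose by 0.28 (SE 0.07), and Klf2 had 0.20 with an adjusted p of 0.0969 in edgeR. In the memory list 1 of 20 genes was past threshold and 2 adjusted over the list alone, with an adjusted p of 0.0528. Ctla4, an inhibitory receptor, rose by 0.28 (SE 0.06) as the only one of 16 co-inhibitory genes (1 adjusted over the list alone, list adjusted p = 0.768). Among 29 components of receptor signalling Dgka, a diacylglycerol kinase that dampens it, rose by 0.27 (1 higher and 1 lower adjusted over the list alone, list adjusted p = 0.854). When the shift between the experiments was removed, Gzma, Gzmc, Slamf6, Ctla4 and Dgka were at -0.13, -0.16, 0.14, 0.18 and 0.16, and none of these 5 was past threshold (adjusted p from 0.295 to 0.682 in edgeR).

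Lists of the cell cycle and of stress gave single genes. Cdc20, an activator of the anaphase-promoting complex and the neighbour of Elovl1, fell by 0.29 (SE 0.06, adjusted p = 0.00136 in edgeR). It was the only one of 26 G2 and M phase genes past threshold (1 adjusted over the list alone, list adjusted p = 0.854), and the only one of 7 neighbours of Elovl1 (2 lower adjusted over the list alone, list adjusted p = 0.414). The S phase list (24 genes, 0 past threshold with edgeR over all genes and 1 lower adjusted over the list alone) had a median of -0.07 and an adjusted p of 0.110. In the heat shock and immediate early list Hspd1, a mitochondrial chaperonin, fell by 0.27 and Jun rose by 0.27 (5 lower and 1 higher of 17 adjusted over the list alone, list adjusted p = 0.163). Neither was past threshold with the shift between the experiments removed, at -0.13 and 0.25 (adjusted p = 0.636 and 0.144 in edgeR), while Cdc20 remained past it at -0.28. No gene was past threshold in edgeR in the unfolded protein response (24 genes, adjusted p = 0.144), p53 targets (23 genes, 0.854) or apoptosis regulators (21 genes, 0.260), nor adjusted over the list alone. Of 6 nuclear-retained RNAs 0 were past threshold over all genes, and 3 were higher and 1 lower adjusted over the list alone (adjusted p = 0.80), with Neat1 at 0.21 and Norad, which is mainly cytoplasmic, at -0.21. Median and mean differed in sign in the SREBP2, hypoxia and polyamine lists (median below 0, mean above 0, test direction down) and in the p53 list (median above 0, mean below 0, test direction up).

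Markers of other cells were read as checks of the sort. Cd4 had 0 to 6 counts per column, Lyz2 0 or 1, and Ms4a1 and Igkc none. Ighm had 22465 to 45020 counts and Trdc, a constant gene of the gamma-delta receptor, 14548 to 20678, with fold changes of 0.13 and 0.13. None of the 7 tested B cell (adjusted p = 0.505), 7 myeloid (0.260) or 9 NK and gamma-delta (0.260) markers was past threshold in edgeR, nor adjusted over the list alone. Ctla4, which activated CD8+ T cells also express, was the only one of 5 tested CD4 markers (1 adjusted over the list alone, list adjusted p = 0.132). Itga2b and Hba-a1, the 2 erythroid and platelet genes tested, had 0.16 and 0.20 and were not past threshold. Xist had 39937 to 57922 counts per column with a fold change of 0.02, its antisense partner Tsix had 1 to 20 counts and was not past threshold (-2.06), and of the Y-linked genes Ddx3y, Kdm5d and Eif2s3y had no count in any column and Uty had 2 counts, both in sgElovl1 of experiment 2.

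The 2 experiments had separate sgNT columns, so that their fold changes could be compared without a shared control. Across all 16006 tested genes, which are not independent replicates, Pearson's r of the fold changes was 0.0109 and Spearman's rho 0.0867. Among 9756 genes with a mean of at least 5 CPM, r was 0.260, rho was 0.268, and 59.8% of genes had the same sign. Carns1 (0.77 and 0.34) and mt-Co2 (0.79 and 0.52) had the larger fold change in experiment 1, and mt-Nd4 (0.34 and 0.65) in experiment 2. No test of the difference was possible, since a term for it leaves no residual degree of freedom.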

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

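No test in this part was chosen after its result was seen. The ribosomal protein genes had a median log2 fold change of -0.15 in experiment 1 and 0.0333 in experiment 2. They stand here because the list was past threshold in the fit of both experiments while its medians had opposite signs. The difference between the experiments was not tested. Medians of opposite sign were found in 9 of the 34 tested lists, among them the nuclear genes of oxidative phosphorylation (-0.13 and 0.01).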

How the results depend on the processing

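No paired analysis was possible because each deposited column sums both replicate numbers of its group and experiment, so that only experiment, as a term of the fit, matched the sgElovl1 with the sgNT columns. For the same reason fits on 8 libraries, a replicate block, the pairing check and the test of the difference between experiments were not run. The column left out, the GC correction and the shift removal were chosen after seeing the data.

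The count of 192 genes was 94 with no filter, 35 at a mean of at least 5 CPM, 26 with the Wald test and 26 with the likelihood-ratio test of DESeq2 with experiment as a term, and 72 with the shift between the experiments removed. With no experiment term it was 0 in edgeR (19 at an unadjusted p under 0.05) and 0 with the likelihood-ratio test of DESeq2 (5 at an unadjusted p under 0.05). It was 0 to 6 with 1 column left out and group as the only term. Other settings gave 176 (DESeq2 size factors), 239 (upper-quartile factors), 193 (limma-voom), 193 (mitochondrial and most abundant genes left out) and 221 (GC trend removed).

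Elovl1 kept its direction throughout. It was -0.80 in edgeR and -0.79 in DESeq2 with no experiment term, where it was not past threshold, -0.85 in experiment 1 and -0.74 in experiment 2 alone, and -0.89 to -0.68 with 1 column left out and group as the only term. The experiment difference then enters the spread between columns of a group. With 1 column left out it also enters the fold change, since 1 group then has a column of only 1 experiment. Counts of genes and lists called in those fits therefore mix the sgElovl1 effect with the experiment difference.

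The 4 lists past threshold became 2 with DESeq2 size factors, 2 with no filter, 7 at 5 CPM, 16 with DESeq2 statistics, 15 with limma-voom, 1 with no experiment term, 1 with mitochondrial and most abundant genes left out, 2 with the shift removed, 0 with an estimated correlation, 0 with fry (smallest adjusted p 0.202), and 2 to 13 with 1 column left out and group as the only term. The correlation of fold changes between experiments was 0.260 at 5 CPM and 0.00222 with no filter, against 0.0109.

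Of the 4 lists past threshold the ribosomal list changed sign in experiment 2 alone, at 0.0333. Of the genes set by the rule Xist did so with the shift removed, at -0.0251. Genes not past threshold could also differ in sign between the experiments, such as Elovl7 at -0.05 in experiment 2 alone. The cause of these changes was not tested. Over all alternatives with an adjusted p, called named genes kept their side of the threshold in 256 cases and lost it in 245, with no change of direction. Genes near 5 CPM carried few counts, such as 115 for Kcnd1 in sgNT of experiment 1.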

Other observations

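The count of splits of the columns, the Wald test of DESeq2 and the sgElovl1 list tests with an estimated correlation were planned. The other tests in this part were chosen only after the result was seen. They are the list tests and gene counts on the difference between the experiments and the Gbp, Irg, Ifi2 and Polr gene families. They also include nuclear copies, nuclear-retained RNAs, the GC correction, the shift between the experiments, and the other immediate early genes. The genes named in the first 2 paragraphs were chosen after their values were seen.

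The 2 experiments differed widely, with 8896 of 16006 genes past threshold in edgeR. Experiment 2 was lower in glycolysis, with all 20 genes past threshold and Tpi1, Hk2 and Eno1 at -2.02, -1.96 and -1.72 on the log2 scale. It was also lower in S phase genes (23 of 24; Mcm2, a subunit of the replicative helicase, at -1.36), in hypoxia genes (15 of 18; Bnip3, a mitophagy receptor, at -2.49) and in the integrated stress response (18 of 22; Asns at -2.10). It was higher in type I interferon genes (26 of 30; Ifit3 at 2.18) and in memory genes (17 of 20), among them Tcf7, a transcription factor of stem-like T cells, at 1.40. All 13 mitochondrially encoded genes were higher in experiment 2, with a median of 0.64. Adjusted camera p-values with the preset correlation were 9.24e-08 for glycolysis, 1.08e-07 for S phase and 3.15e-07 for interferon, and with an estimated correlation the unadjusted p were 0.0973, 0.120 and 0.10, so that none of these 3 lists passed. Dates or culture conditions of the experiments were not used here.

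Counts of 4 gene families picked by symbol are given here without a test of each family as a group. Among the guanylate-binding proteins, GTPases that attack intracellular pathogens, 4 of 10 were past threshold and 9 had fold changes above 0 in both experiments. Gbp11, Gbp8, Gbp6 and Gbp2 rose by 0.46, 0.41, 0.32 and 0.24. Of 6 tested immunity-related GTPases Iigp1 and Irgm1 rose by 0.33 and 0.28, and all 6 lay above 0 in both experiments. In the Ifi2 cluster, whose products include DNA sensors, Mndal and Ifi213 rose by 0.30 and 0.22 among 9 tested, of which Ifi203 and Ifi204 belong to the fixed interferon list. Of 31 tested genes whose symbols start with Polr1, Polr2 or Polr3, 0 were higher in edgeR and 2 fell, Polr2h and Polr2l at -0.34 and -0.32. The median of the 31 was -0.05. They include Polr1has, and whether each encodes a part of an RNA polymerase was not checked. The median of all tested genes was -0.01 here and 0.01 or less with any other scaling. With the shift between the experiments removed Gbp11, Gbp8, Gbp6, Iigp1 and Irgm1 stayed past threshold in edgeR, at 0.43, 0.32, 0.24, 0.35 and 0.27, and Gbp2, Mndal, Ifi213, Polr2h and Polr2l did not, at 0.23, 0.18, 0.01, -0.25 and -0.29 (adjusted p = 0.0805, 0.283, 0.995, 0.265 and 0.0734).

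Reads shared with annotated nuclear copies are argued against as a source of the rise of mt-Nd1, mt-Nd6 and mt-Cytb. These match none at 95% identity over 100 bases, and their lowest fold change less 2 SE was 0.24. Copies outside the annotation were not searched. No match was found for mt-Atp8 either. Without TMM scaling it had 1.13 to 9.59 CPM, as low as mt-Nd4l, which has a copy, at 1.52 to 4.85 CPM. For mt-Atp8 the source of the rise is therefore left open. Copies at 95% identity or more were found for mt-Co1, mt-Nd2, mt-Nd4 and mt-Nd5. Without TMM scaling, the annotated copies together held 170 CPM in sgNT of experiment 1 and 325 CPM in sgNT of experiment 2. Each of these mitochondrial genes rose by more than the copies held. The least was mt-Nd4, from 3687 to 4769 CPM in experiment 1 and from 5253 to 7833 CPM in experiment 2. The copies did not fall but gained 118 and 92.2 CPM. For mt-Co1, mt-Nd2, mt-Nd4 and mt-Nd5, as for mt-Co2, mt-Co3, mt-Atp6, mt-Nd3 and mt-Nd4l, shared reads and a rise of the RNA cannot be told apart. The reason is that the counting options given name no setting for reads with several alignments. Counts assigned to the copies therefore do not bound the shared reads. The counts assigned to the copies in the sgNT columns came to at most 0.893% of what all 13 genes gained. This pooled share does not hold for each gene. In experiment 1 the copies held 10805 counts in sgNT, while mt-Co2, mt-Co3 and mt-Atp6 had 2365, 2617 and 1638 counts in sgElovl1. A loss of cytoplasmic RNA, as in damaged cells, would raise nuclear-retained RNAs by as much, and without Norad their median was 0.19 (quartiles -0.12 and 0.21) against a lower quartile of 0.44 for the mitochondrial genes. Since these 5 RNAs went both ways, with 3 higher adjusted over the list alone, such a loss and an effect of Elovl1 loss on mitochondrial RNA cannot be told apart. With the shift along the difference between the experiments removed the median of the mitochondrial genes was 0.44 and the list kept an adjusted p of 2.90e-08, although no list passed with an estimated correlation.

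The count of 192 called genes was compared with the other splits of the 4 columns, of which only 3 exist with the real one, too few for a share under 0.05; 2 gave as many genes, the real one included, the highest being the split by experiment with 8896, which points to a structure of the columns, and the crossed split gave 2 (0 up and 2 down). A GC bias is argued against, since 92.2% of the called genes stayed past threshold with the GC trend removed. A shift of the sgElovl1 cells along the difference between the experiments may account for part of the calls: among genes not called, the sgElovl1 fold change correlated with that difference at 0.365 in experiment 1 and 0.238 in experiment 2, against -0.157 for the crossed split, and 57 of the 192 genes remained past threshold once it was removed. The calls lost kept a median of 73.1% of their fold change. Some, such as Slamf6 (0.28 to 0.14, SE 0.07 both times), shrank. Others, such as Dusp16 (-0.56 to -0.51, SE 0.15 both times) and Pdpr (-0.63 to -0.57, SE 0.17 both times), lay near the threshold before. The number lost therefore does not measure the shift. Whether Elovl1 loss itself moved the cells that way or the sgElovl1 cultures were at another stage was not tested.

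Egr1 and Egr2 fell more in experiment 2 (-1.11 and -1.49) than in experiment 1 (-0.29 and -0.43), a difference that was not tested. Handling before lysis could change such early response genes, and the other 9 immediate early genes of the fixed list should then move with them. Their median was 0.12 in experiment 1 (quartiles -0.04 and 0.17) and -0.14 in experiment 2 (quartiles -0.37 and 0.09). Handling and an effect of Elovl1 loss on these 2 genes cannot be told apart, because these members went both ways. With the Wald test of DESeq2 Egr1 was not past threshold and Egr2 had no adjusted p.

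Cdc20, which fell, shares 53 bases with Elovl1 on the opposite strand in the GENCODE vM21 annotation.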
